A study of Mus musculus with 20 samples. Its data were reported in "Hedgehog stimulates hair follicle neogenesis by creating inductive dermis during murine skin wound healing" (2018).

How the data were processed

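The deposited files hold 1 table per tissue and comparison with CPM (reads of a gene per 1000000 reads of the library) per library and, in the same tables, the authors' log2 fold changes, p-values and false discovery rates. CPM is taken as the unit because the deposited values of every library add up to 1000000. Each library's values are whole multiples of a single step, so reads per gene could be recovered: 100% of values were whole within a tolerance of 0.01, and 1 read equals 0.0533 to 0.71 CPM. The submitters' notes name Bowtie, SAMtools and HTSeq for alignment and counting. Their versions are not given in the sources used here, and neither is the program behind the deposited p-values. Libraries were made from ribosomal RNA-depleted total RNA with a stranded kit and sequenced as paired ends of 50 bases. Gene coordinates are those deposited, on genome build NCBIM37. In 1 deposited list of overlapping genes, 1 column carries a number that belongs to no sample, and that column was not used.

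The 20 libraries cover dermis and epidermis of WT wounds (WT-9097, WT-9098, WT-9229), Shh wounds (Shh-9101, Shh-9231, Shh-9233) and E14.5 skin (3, 4, 5, 7). Wound tissue was taken 2 days after scab detachment. Libraries may be pools of several wounds as far as the sources say, and p-values here measure the spread between these samples. The same replicate number in dermis and epidermis was read as 1 animal. Sex of the animals is not given in the sources used here and was not inferred. The comparisons, groups, thresholds and the 34 gene lists tested in every comparison were chosen before the data were examined. Choices made later are named as such where they are used.

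Differential expression was tested in 6 comparisons with limma 3.58.1 in R 4.3.3 on log2(CPM + 1), with only the 2 groups of a comparison in the fit and all genes with at least 1 read in it, out of 19807 listed. Moderated tests used a trend of spread with level. This trend was not written in the fixed design. It was settled before limma was run, and fits without it were run too. P-values were adjusted by Benjamini-Hochberg and called at 0.05. The design foresaw an edgeR test of the tissue by genotype interaction if counts were deposited. Because the unit is CPM, limma took its place, and edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads were added as alternatives. The smallest permutation p for 3 against 3 is 0.1. Since CPM values of a library share 1 total, a few abundant genes can shift all others. The shift was measured as the median log2 fold change of genes with a mean of at least 50 CPM, and splits are given relative to it and with TMM scaling.

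Gene lists numbered 34, 3 from genes named by the study and 31 from general knowledge of skin: Hedgehog, Wnt and BMP pathways, FGF and other hair induction signals, dermal papilla and condensate, hair placode and follicle stem cell, hair shaft and inner root sheath, sebaceous gland, fibrillar collagen and matrix, basement membrane, contractile and myofibroblast, fibroblast, DNA replication, mitosis, basal keratinocyte, epidermal differentiation, wound keratinocyte, macrophage and dendritic cell, neutrophil and inflammatory cytokine, T cell and dendritic epidermal T cell, Langerhans cell and mast cell, endothelial and lymphatic, melanocyte, skeletal muscle, Schwann cell and nerve, adipocyte, erythroid, fetal, ribosomal protein, mitochondrial oxidative phosphorylation, and stress and immediate early. Symbols absent from the deposited tables were Disp1, Krt85, Defb4, Il24, Adgre1 (present as Emr1), Ly6g, Camp, Cxcl3, Cxcl5, Trdc, Gzma, Fcer1a, Si, Myh4, Tnnc2, Lep, Hba-a2, Lin28a and Sall4. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the 34 lists of a comparison. The pairs Hbb-b1 and Hbb-b2 or Krt6a and Krt6b, histone genes, small RNAs and the 100 symbols with more than 1 gene ID (Flg has 4, of which the most abundant is given) are hard to tell apart with short reads.

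Genes are named by a fixed rule: the study's genes and Fgf9 always, then the 10 largest rises and falls with a mean of at least 1 CPM among genes that passed, then up to 4 members per list with the smallest adjusted p, with the text taking from these by rank. As no gene passed between Shh and WT wounds, the rule was also applied there to the deposited false discovery rates, a choice made after the data were seen. A refit by edgeR likelihood ratio with 3 groups gave dermal fold changes with a correlation of 0.999977 to the deposited ones, and 29 calls where the authors' deposited table has 21, 19 of them shared. For the epidermal comparison of Shh with WT wounds the correlation was 0.892661. For E14.5 against WT it was 0.999995 in dermis and 0.985871 in epidermis. In that epidermal comparison the refit gave 11108 calls and the authors' deposited table has 11549, so it was not fully recovered either. A great many other designs were tried in drafts without recovering the deposited epidermal values, and their exact number was not kept.

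Detection was tested by adding changes to simulated libraries. With limma, 4-fold changes were recovered for 14.9% of genes in the dermal and 37.3% in the epidermal comparison of Shh with WT wounds, 73.1% and 47.8% for E14.5 against WT, and 46.3% and 92.5% for Shh against E14.5. Correlations of the Shh and E14.5 responses were set against 100 simulations of libraries with no group difference. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Histology, staining and lineage tracing of the study were not analysed here.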

Results

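Dermis and epidermis were profiled separately from healed wounds of control mice (WT wounds), from wounds of K14-CreER; LSL-Shh mice that express Sonic hedgehog in basal epidermis (Shh wounds), and from intact embryonic skin at E14.5, the stage of hair placode formation. WT and Shh wounds gave 3 libraries per tissue and E14.5 skin gave 4. The comparisons ask which genes respond to Shh in a wound that would otherwise scar, how embryonic skin differs from such a wound, and how far the Shh wound lies from embryonic skin. Values are CPM as mean ± SD, with n = 3 for WT and Shh wounds and n = 4 for E14.5 skin. Fold changes are on the log2 scale. E14.5 libraries were the deepest (15663677 to 18745431 reads). In dermis, WT wound libraries held 1407498 to 3752046 reads and Shh wound libraries 3920969 to 8002999, so depth goes with genotype there. In epidermis they held 2135041 to 7354990 and 7167771 to 10810590 reads. These epidermal ranges overlap only through WT-9098 and Shh-9233. Fewer genes were detected in dermal WT-9229 (11895), dermal Shh-9233 (12044), epidermal WT-9097 (11179) and epidermal WT-9229 (14178) than in the other wound libraries (17055 to 18734). The most abundant gene of WT-9229 was Mir5105, at 177000 CPM in dermis (8810 to 23300 in the other wound libraries). In epidermis it was at 62800 (11700 to 22800 in the others). Such a share lowers the CPM of the other genes in that library.

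**Figure D1:**
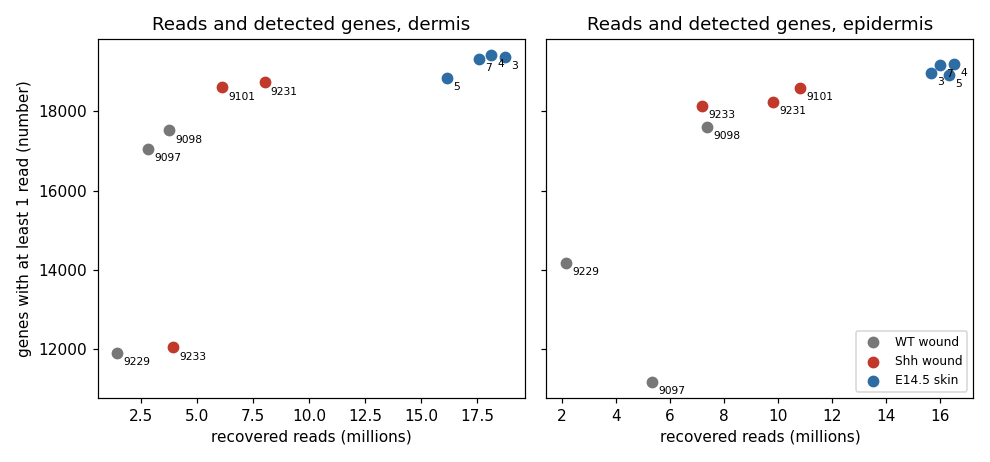
Recovered reads (horizontal, in units of 1000000) against the number of genes with at least 1 read (vertical) for each library of dermis (left) and epidermis (right), in WT wounds (grey), Shh wounds (red) and E14.5 skin (blue). Detected genes run from 11179 in epidermal WT-9097 to 19419 in E14.5 dermis, and the E14.5 libraries lie together at the top right.

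In the wound dermis, the comparison of Shh with WT wounds asks whether an epidermal Shh signal reaches the cells beneath. Transcripts of the Hedgehog receptor and target Ptch1 stood at 94.4 ± 10.2 CPM (SD, n = 3) in Shh wounds against 32.1 ± 12.5 (SD, n = 3) in WT wounds, a log2 fold change of 1.60. The Hedgehog effectors Gli1 (32.3 ± 2.64 against 12.7 ± 6.28) and Gli2 (47.4 ± 17.9 against 15.7 ± 2.62) had log2 fold changes of 1.41 and 1.48. Among the dermal papilla genes that the study names, Lamc3 (52 ± 7.17 against 11.1 ± 9.64), Bmp7 (13.8 ± 4.39 against 2.95 ± 3.25), Enpp2 (21.1 ± 2.28 against 7.63 ± 3.96) and Trps1 (285 ± 58 against 138 ± 71.5) had log2 fold changes of 2.96, 2.30, 1.47 and 1.20. For each of these 7 genes, all 3 Shh libraries lay above all 3 WT libraries, an order whose exact permutation p is 0.1 for 3 against 3. The papilla folds depend on WT-9229, a library with few detected genes: without it the log2 fold changes were 1.58 for Lamc3, 1.52 for Bmp7, 1.07 for Enpp2 and 0.65 for Trps1. The collagens of scar matrix were close in level: Col1a1 135000 ± 42300 against 127000 ± 8630, Col1a2 61400 ± 9020 against 54600 ± 7180, and Col3a1 94100 ± 13800 against 89700 ± 17000. Shh itself was near the floor in dermis (4.03 ± 2.42 against 1.37 ± 1.93), and Fgf9, a signal linked to hair formation in large wounds, was at 0.193 ± 0.171 against 0.208 ± 0.186. None of these genes passed the test (limma, adjusted p = 0.958 for the Hedgehog and papilla genes and 0.998 for Col1a1). With limma, 0 of 19430 genes passed an adjusted p of 0.05, and 546 had an unadjusted p under 0.05 (449 higher and 97 lower in Shh wounds) where 972 are expected by chance. That count was 1810 with all groups of the tissue in 1 fit and 1470 with the animal number series as a term. With 1 library left out it ran from 283 (without Shh-9231) to 937 (without Shh-9233). Other tools run on recovered reads gave 0 (edgeR quasi-likelihood, with 2 groups or with all groups of the tissue; 357 genes at an unadjusted p under 0.05 with 2 groups and 1224 with all groups), 29 (edgeR likelihood ratio) and 11 (DESeq2). For the most abundant genes the fitted trend of spread with level exceeded the spread between libraries (standard error 5.35 for Col1a1), and without that trend the adjusted p of Col1a1 was 0.993.

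In the authors' deposited table for wound dermis, 21 genes have a false discovery rate under 0.05, 10 higher and 11 lower in Shh wounds. By that table, Ptch1 has a log2 fold change of 1.38 with a rate of 0.0283, and Gli2 and Bmp7 stand at 0.0619. The genes with the largest rise there are Lrfn5, a synaptic adhesion gene (3.30), Emid2 (2.73), the endothelial junction gene Cldn5 (1.86) and the cyclic nucleotide phosphodiesterase Pde2a (1.75) in the authors' deposited table. The largest falls are Tmem56 (-3.89), Pappa2 (-3.67), Rnf39 (-2.70) and C1qtnf3 (-1.60) in the same authors' deposited table. In CPM, Lrfn5 was at 21.7 ± 4.92 in Shh against 1.81 ± 2.03 in WT wounds, Pde2a at 48 ± 20 against 12.8 ± 2.13 and C1qtnf3 at 200 ± 48.7 against 548 ± 117. Pappa2 depended on WT-9097, which held 52.2 CPM against 0 in WT-9229.

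Gene lists fixed in advance place these genes in context. The study's Hedgehog and collagen genes had a median log2 fold change of 1.24 in Shh dermis, with Ptch1, Gli2 and Gli1 under 0.05 when adjusted over the list alone (camera adjusted p = 0.00357, and adjusted p = 0.725 with an estimated correlation). For the study's dermal papilla genes the median was 1.88 and 4 of 4 members passed when adjusted over the list alone (camera adjusted p = 6.67e-05, and adjusted p = 0.675 with an estimated correlation). Both lists were chosen by the study on these samples and are not independent evidence of their direction. Hedgehog pathway genes (median 0.49) pointed up by camera (adjusted p = 0.000766), as did endothelial and lymphatic genes (median 1.09, adjusted p = 5.22e-07), of which Kdr, Vwf, Cdh5 and Pecam1 passed when adjusted over the list alone, and basement membrane genes (median 0.43, adjusted p = 0.0238). Lists that pointed down were hair shaft and inner root sheath (median -0.93), epidermal differentiation (-0.49), skeletal muscle (-0.40), sebaceous gland (-0.38), neutrophil and inflammatory cytokine (-0.28), adipocyte (-0.27), macrophage and dendritic cell (-0.26), Schwann cell and nerve (-0.26), stress and immediate early (-0.22) and basal keratinocyte (-0.17). The fall of hair shaft and inner root sheath genes rests on WT-9097, with a list level of 6.06 against 1.58 and 0.69 in the other WT libraries and 1.35 to 2.77 in Shh libraries. WT-9229 likewise weighs on Hedgehog pathway genes, with a level of 3.69 against 4.69 and 4.55 in the other WT libraries and 4.83 to 4.93 in Shh libraries. For basement membrane genes it was at 5.44 against 6.06 and 6.33, with 6.34 to 6.47 in Shh libraries. Fibrillar collagen and matrix genes pointed down by the test (adjusted p = 0.0253) while their median was 0.03. No member of any list passed when adjusted over all genes. None of these 16 calls was kept with an estimated correlation (adjusted p = 0.675 to 0.749) or by fry. Without Shh-9231, camera called 9 lists. The libraries with few detected genes, WT-9229 and Shh-9233, fall on both sides of this comparison, and Shh-9233 weighs on several of the falls. Its neutrophil and inflammatory cytokine level was 0.88, against 3.45 and 2.18 in the other Shh libraries and 1.96 to 2.96 in WT libraries. Its stress and immediate early level was 4.74, against 6.96 and 6.20, with 5.96 to 6.77 in WT libraries. Its Schwann cell and nerve level was 2.68, against 4.41 and 3.92, with 3.72 to 4.55 in WT libraries.

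In the wound epidermis, where the transgene acts, the same comparison asks which epidermal programs accompany Shh. Shh was at 9.11 ± 1.70 CPM (SD, n = 3) in Shh wounds against 0.499 ± 0.863 (SD, n = 3) in WT wounds, with 0 reads in WT-9097 and WT-9229. Gli2 (62.4 ± 4.67 against 11.8 ± 7.29), Gli1 (39 ± 4.17 against 15.3 ± 18.1) and Ptch1 (109 ± 15.9 against 38.5 ± 20.4) had log2 fold changes of 2.44, 1.96 and 1.60. In WT-9097, Gli1 reached 36 CPM, above Shh-9231 (35.1). Of the placode genes that the study names, Cxcl14 (23.4 ± 3.06 against 5.02 ± 4.58), Nedd9 (19.2 ± 3.52 against 4.79 ± 4.30), Samd5 (14 ± 2.71 against 4.41 ± 4.88), Vwa2 (51.5 ± 6.46 against 18 ± 7.63) and the p63 relative Trp73 (39.6 ± 2.54 against 19.4 ± 5.45) had all 3 Shh libraries above all 3 WT libraries. Tnfaip3 was at 46.4 ± 23.6 against 26 ± 2.76. Some of these folds depend on WT libraries with few detected genes: Cxcl14 and Nedd9 had 0 reads in WT-9097 and Samd5 had 0 in WT-9229. Without WT-9097 the log2 fold change of Cxcl14 went from 2.55 to 1.53 and that of Nedd9 from 2.31 to 1.30, and without WT-9229 that of Samd5 went from 2.02 to 1.09. The smallest adjusted p, 0.126, was shared by Rnf213, Parp14, the basement membrane collagen Col4a1 (65 ± 6.71 against 12 ± 3.29, log2 fold change 2.36) and tenascin Tnc (237 ± 37.1 against 54.9 ± 23.7, log2 fold change 2.16). The adjusted p was 0.175 for Gli2, 0.264 for Shh and Ptch1 and 0.458 for Gli1 (limma). Fgf9 was at 0.0649 ± 0.0564 in Shh wounds and is listed at 0 in WT wounds, and Col1a1 was at 896 ± 531 against 885 ± 766. The Shh gene (ENSMUSG00000002633) lies on chromosome 5 from 28783355 to 28793641, Gli2 (ENSMUSG00000048402) on chromosome 1 from 120730709 to 120950196, and Ptch1 (ENSMUSG00000021466) on chromosome 13 from 63610261 to 63674474, in genome build NCBIM37.

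By limma 0 of 19252 epidermal genes passed an adjusted p of 0.05, while 1846 had an unadjusted p under 0.05 (1760 higher and 86 lower in Shh wounds) against 963 expected by chance. With all groups of the tissue in 1 fit 3332 had such a p, and with 1 library left out the count ran from 1112 (without Shh-9101) to 4076 (without WT-9098). The count of calls moves with the tool and the libraries. Without WT-9229, 15 genes were called (14 higher), Col4a1 among them (adjusted p = 0.0321). Restricting the genes to a mean of at least 1 CPM gave 8 rises: Tnc, Col4a1, Isg15, Rnf213, Parp14, Ifit1, Krt17 and Stat2, the smallest at an adjusted p of 0.0408. A mean of at least 5 CPM gave 0, and without the trend both of these limits gave 0. Fitting all groups of the tissue together gave 145 calls by limma (144 higher) and 26 by edgeR quasi-likelihood, which gave 0 with 2 groups (518 at an unadjusted p under 0.05). The edgeR likelihood ratio test gave 633 and DESeq2 gave 64. The authors' deposited table holds 273 genes with a rate under 0.05, 227 higher and 46 lower, but its epidermal fold changes could not be recovered from the CPM values deposited with it (correlation 0.89). That table gives log2 fold changes of 3.95 for Shh, 1.98 for Gli2, 1.32 for Ptch1, 1.95 for Col4a1 and 3.38 for Dct in the authors' deposited table. The scar collagens are lower there, with Col1a1 at -0.83, Col1a2 at -0.29 and Col3a1 at -0.21 in the authors' deposited table, against 0.22, 0.74 and 0.67 by limma, none of them passing. The largest falls in the authors' deposited table are hair keratin and related genes, with Krtap4-1 at -6.12, Gprc5d at -5.35 and Krt34 at -5.28. These were high in 1 control library: Krt34 was at 14.4 CPM in WT-9097, 2.58 in WT-9098 and 0 in WT-9229.

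**Figure D2:**
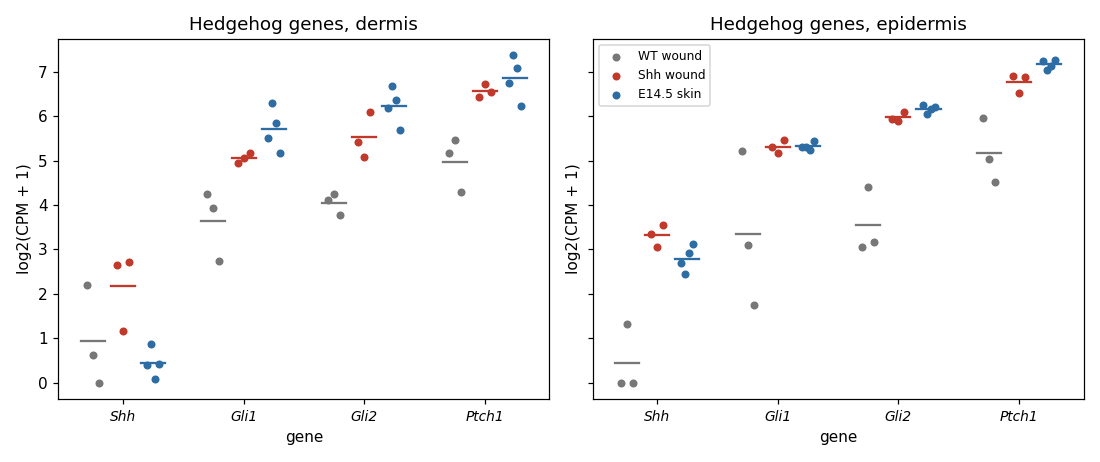
Level in log2(CPM + 1) of Shh, Gli1, Gli2 and Ptch1 in each library of dermis (left) and epidermis (right), with a bar at each group mean, for WT wounds (grey), Shh wounds (red) and E14.5 skin (blue). Gli2 in epidermis averages 11.8 CPM in WT wounds, 62.4 in Shh wounds and 70.9 in E14.5 skin.

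Among epidermal lists, Hedgehog pathway genes had a median log2 fold change of 0.75, and 6 of 16 passed when adjusted over the list alone (Gli2, Ptch1 and Shh among them; camera adjusted p = 4.09e-06, and adjusted p = 0.277 with an estimated correlation). Melanocyte genes had a median of 1.08, with Dct (24.5 ± 8.48 against 1.31 ± 1.53), Tyrp1 (10.9 ± 4.96 against 0.272 ± 0.471) and 5 others passing when adjusted over the list alone (camera adjusted p = 7.05e-07, and adjusted p = 0.277 with an estimated correlation). Genes of DNA replication had a median of 1.11, with Mcm5 (35.9 ± 6.49 against 8.13 ± 5.35), Mcm2, Mcm3 and Mcm4, subunits of the replicative helicase, passing when adjusted over the list alone (camera adjusted p = 6.35e-05, and adjusted p = 0.464 with an estimated correlation). The study's hair placode genes (median 1.78, 4 of 6 adjusted over the list alone) and its Hedgehog and collagen genes (median 1.60, 4 of 7 adjusted over the list alone) had camera adjusted p = 0.000187 and 0.000467, and adjusted p = 0.277 with an estimated correlation for both. As lists picked on these samples, they are not independent evidence. Basement membrane (median 0.83, with Hspg2 at 325 ± 38.9 against 95.9 ± 36), fibrillar collagen and matrix (0.89, with Postn at 225 ± 50.6 against 90.2 ± 21.6), mitosis (0.79), wound keratinocyte (0.99) and Wnt pathway genes (0.44) also pointed up by camera, and hair shaft and inner root sheath genes pointed down (-0.21, adjusted p = 0.002). None was kept with an estimated correlation (adjusted p = 0.71 to 0.723). Fibroblast genes (median 0.54) and endothelial and lymphatic genes (0.32) leaned up as well, without a camera call. Which cells the matrix transcripts came from was not tested. The fibrillar collagen and matrix level was 3.93 in WT-9097, against 5.05 in WT-9098 and 5.25 in WT-9229. Shh libraries held 5.17 to 5.97, so WT-9229 lay above Shh-9101 (5.17). By fry, 6 lists pointed up: both Hedgehog lists, the study's placode genes, dermal papilla and condensate (median 0.36), DNA replication and melanocyte. Epidermal WT-9097 and WT-9229, the libraries with the fewest detected genes, both stand on the WT side of this comparison. Leaving out WT-9098 lowered the camera calls from 11 to 5. For hair shaft and inner root sheath genes, WT-9229 went against the fall, with a level of 1.66 against 3.05 to 3.34 in Shh libraries. That fall rests on WT-9097 (4.47) and WT-9098 (4.17).

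Embryonic dermis was compared with WT wound dermis to describe skin at the stage of hair placode formation. E14.5 skin is embryonic and intact, while the wounds come from mice weeks after birth. Without intact skin of that age, effects of age and of wounding cannot be told apart in any comparison with E14.5. Fetal and muscle transcripts were the highest above the wound: embryonic myosin Myh3 (1400 ± 897 CPM (SD, n = 4) against 0.771 ± 0.801 (SD, n = 3), log2 fold change 9.55), Dlk1, a marker of fibroblast progenitors (1240 ± 396 against 4.21 ± 2.14, 7.95), and the fetal growth factor Igf2 (2970 ± 355 against 22.8 ± 14.3, 7.18). Antigen-presentation genes were the lowest, with H2-Aa (1.39 ± 0.569 against 630 ± 248, -7.98), H2-Ab1 (-7.56) and Cd74 (5.40 ± 0.541 against 1100 ± 517, -7.29), together with the matrix genes Lrrc15 (7.06 ± 1.66 against 1300 ± 339, -7.32) and Tnn (4.03 ± 1.07 against 637 ± 380, -6.74). Col1a1 fell from 127000 ± 8630 to 7070 ± 434 (log2 fold change -4.17, adjusted p = 0.000452), Col1a2 by 2.82 and Col3a1 by 2.94 on the log2 scale. Gli2 (75.8 ± 20.8 against 15.7 ± 2.62, adjusted p = 0.000239), Gli1 (53.4 ± 18.2, adjusted p = 0.00272) and Ptch1 (120 ± 38.8, adjusted p = 0.00202) rose, with log2 fold changes of 2.17, 2.07 and 1.88. Among papilla genes Bmp7 (39.2 ± 7.05, log2 fold change 3.76) and Enpp2 (42 ± 13.8, 2.37) rose, while Lamc3 (13.2 ± 4.84 against 11.1 ± 9.64) and Trps1 (94 ± 16.9 against 138 ± 71.5) did not pass. The placode gene Cxcl14 rose in dermis as well (239 ± 61.1 against 4.61 ± 6.03, 6.07), as did Fgf9 (3.82 ± 0.848 against 0.208 ± 0.186, 1.99). Of the other placode genes, Trp73 (1.19, adjusted p = 0.0347) and Samd5 (1.33, adjusted p = 0.0422) rose and Tnfaip3 fell by 1.06. Genes with a mean of at least 50 CPM had a median shift of 0.91 in this comparison, and these rises lie not far above that shift. Trp73 lost its call without WT-9229 (adjusted p = 0.0666), E14.5 3, 4 or 5, and Samd5 without any 1 of the E14.5 libraries (0.0773 to 0.104). Vwa2 passed as higher without WT-9098 (1.64, adjusted p = 0.0303). The call for Col3a1 ended without E14.5 3 (adjusted p = 0.0548) or E14.5 5 (0.0631), and without WT-9229 Trps1 (-0.94, adjusted p = 0.00178) and Nedd9 (-0.80, adjusted p = 0.00309) passed as lower. The Col3a1 libraries did not overlap, with 74900 to 108000 CPM in WT wounds and 10900 to 12000 at E14.5.

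In all, 11050 of 19732 dermal genes passed (limma), 9741 higher and 1309 lower at E14.5. That split rests on the CPM scale, since genes with a mean of at least 50 CPM had a median shift of 0.91. Relative to that shift, 3221 genes were higher and 5105 lower, and with TMM scaling 4909 were higher and 2805 lower. The edgeR quasi-likelihood test gave 4124 higher and 3427 lower. The 20 most abundant genes took 44.3% of reads in WT dermis and 14.4% in E14.5 dermis, and listed collagens took 25.4% to 30.1% in WT against 2.58% to 2.74% at E14.5.

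Cell cycle genes rose as whole groups in E14.5 dermis: 24 of 24 for DNA replication (median 3.31, with Rrm1 at 252 ± 20.4 against 27.4 ± 2.26) and 24 of 24 for mitosis (median 3.52, with Ccna2 at 256 ± 20.7 against 7.01 ± 3). The camera adjusted p was 2.18e-08 for replication (adjusted p = 0.0331 with an estimated correlation) and 2.49e-10 for mitosis (adjusted p = 0.0967 with an estimated correlation). Of the fetal genes 14 of 15 rose (median 3.42, adjusted p = 0.0331 with an estimated correlation), and 19 of 24 fibrillar collagen and matrix genes fell while Fbln1 rose (median -2.12, adjusted p = 0.0331 with an estimated correlation). Wound keratinocyte genes (7 fell, 1 rose, median -0.25) and T cell and dendritic epidermal T cell genes (6 of 16 fell, median -0.74) also kept their call, with adjusted p = 0.0331 and 0.0492 with an estimated correlation. Macrophage and dendritic cell genes (19 of 21 fell, median -2.04) and epidermal differentiation genes (15 fell, 1 rose, median -1.98) were called by camera but had adjusted p = 0.174 and 0.158 with an estimated correlation. Dermal papilla and condensate genes rose in 22 of 28 cases, led by the Wnt inhibitor Wif1 (71.9 ± 21.7 against 3.09 ± 0.827) and Fgf10 (33.6 ± 6.72 against 1.10 ± 1.28), with a median of 1.85 (camera adjusted p = 0.0336, and adjusted p = 0.44 with an estimated correlation). Skeletal muscle (11 of 14 rose, median 5.41), erythroid (10 of 11, 4.39), endothelial and lymphatic (14 rose and 1 fell, 2.31), mitochondrial oxidative phosphorylation (20 of 20, 1.78) and ribosomal protein genes (18 of 21, 2.07) pointed up by camera, with adjusted p = 0.376 to 0.512 with an estimated correlation. Without a camera call were BMP pathway (11 rose, 1 fell, median 1.61), FGF and other hair induction signals (10 of 17 rose, 1.24) and fibroblast genes (6 rose, 2 fell, -0.19). In the authors' deposited table the fibroblast balance is the opposite, with 3 higher and 8 lower, and BMP pathway genes stand at 5 higher and 2 lower. Contractile and myofibroblast genes pointed down (median -0.22, 4 rose and 3 fell, adjusted p = 0.0411, and adjusted p = 0.512 with an estimated correlation), and 3 are higher and 6 lower in the authors' deposited table. Muscle genes were highest in E14.5 7, where Ttn was at 19400 CPM against 4530 to 5220 in the other E14.5 dermal libraries.

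In embryonic epidermis compared with WT wound epidermis, the largest falls of single genes were in barrier genes. Profilaggrin Flg (0.826 ± 0.728 CPM (SD, n = 4) against 4760 ± 734 (SD, n = 3), log2 fold change -11.42), corneodesmosin Cdsn (0.249 ± 0.195 against 1490 ± 193, -10.23) and Flg2 (3.75 ± 0.516 against 3450 ± 1070, -9.46) fell, with Rptn (-10.28), Hal (-9.74) and Kprp (-9.71). Imprinted fetal genes rose the most: H19 (6840 ± 265 against 4.10 ± 3.99, 10.88), Igf2 (935 ± 145 against 0.962 ± 1.23, 9.07), Grb10 (8.26) and Peg3 (7.77). Placode genes were high at E14.5, with the Wnt effector Lef1 at 197 ± 16.9 against 1.77 ± 3.06, the ectodysplasin receptor Edar at 58.7 ± 5.58 against 0.876 ± 0.764, and Dkk4 at 37.7 ± 3.72 and listed at 0 in WT wounds. Of the study's genes, Cxcl14 (519 ± 28 against 5.02 ± 4.58, 6.97), Nedd9 (4.34), Samd5 (3.78), Gli2 (70.9 ± 4.40, 2.62), Shh (6.05 ± 1.45, 2.36), Ptch1 (143 ± 10, 1.99), Bmp7 (1.65) and Vwa2 (1.18) rose. Gli1 passed narrowly (39.2 ± 2.34 against 15.3 ± 18.1, adjusted p = 0.0374), and lost its call in 6 of the 7 fits with 1 library left out, as without WT-9229 (1.17, adjusted p = 0.0894) or WT-9098 (1.85, adjusted p = 0.107). Enpp2 (adjusted p = 0.0262) likewise lost its call without WT-9097 (0.0655), WT-9098 (0.0654), E14.5 3 (0.0605) or E14.5 4 (0.0559). Trps1 (68.2 ± 5.76 against 64.3 ± 15.1, 0.11) and Col1a2 (362 ± 166 against 348 ± 233, 0.20) did not pass. The sign of Trps1 turned under TMM scaling (-0.59), and that of Col1a2 was negative in the authors' deposited table (-1.22). Fold changes in that table correlated at 0.985871 with those of the refit, so it was not fully recovered from the CPM values. Without WT-9097, Col1a1 (-1.66, adjusted p = 0.0352) and Lamc3 (-1.15, adjusted p = 0.0263) passed as lower and Trp73 (0.76, adjusted p = 0.00302) as higher.

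By limma 11680 of 19751 epidermal genes passed, 9425 higher and 2255 lower at E14.5. Genes with a mean of at least 50 CPM were shifted by 0.61, and relative to that shift 5189 were higher and 4956 lower. TMM scaling gave 5921 higher and 3622 lower, and edgeR quasi-likelihood 4513 higher and 3451 lower. Epidermal differentiation genes fell in 26 of 27 cases (median -3.12, camera adjusted p = 1.7e-23, and adjusted p = 0.148 with an estimated correlation). Stress and immediate early genes fell in 14 of 20 cases (median -1.79), with Junb at 47.8 ± 4.84 against 263 ± 43.5 and Egr3 at 0.88 ± 0.593 against 113 ± 15.6 (adjusted p = 0.148 with an estimated correlation). Hedgehog pathway genes rose in 15 of 16 cases (median 1.98, camera adjusted p = 0.00888, and adjusted p = 0.377 with an estimated correlation), led by the co-receptor Cdon (198 ± 17.2 against 17.7 ± 10.1). FGF and other hair induction signals (15 of 17, median 1.72), Wnt pathway (22 of 32, 1.11), melanocyte (11 of 14, 2.48), mitosis and DNA replication genes (24 of 24 in both, 3.51 and 3.29) pointed up, with adjusted p = 0.154 to 0.592 with an estimated correlation. Lists of other tissues rose as well: skeletal muscle (11 of 14, median 3.44, camera adjusted p = 0.0143, and adjusted p = 0.622 with an estimated correlation) and, without a camera call, fibrillar collagen and matrix (17 of 24, 1.83), endothelial and lymphatic (13 of 16, 1.77), erythroid (8 of 11, 1.58) and fibroblast genes (10 of 16, 1.57). Of the fibrillar collagen and matrix genes, 9 are higher and 5 lower in the authors' deposited table. Hair placode and follicle stem cell genes split, with 12 up and 3 down and no camera call (adjusted p = 0.814). Macrophage and dendritic cell genes fell in 11 of 21 cases (median -1.73, adjusted p = 0.198 with an estimated correlation), and 19 are lower in the authors' deposited table. Langerhans cell and mast cell genes held 4 rises and 1 fall, that of the Langerhans marker Cd207 (0.0635 ± 0.0903 against 26.7 ± 13.4), with no camera call (adjusted p = 0.998). No list kept its call with an estimated correlation.

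**Figure D3:**
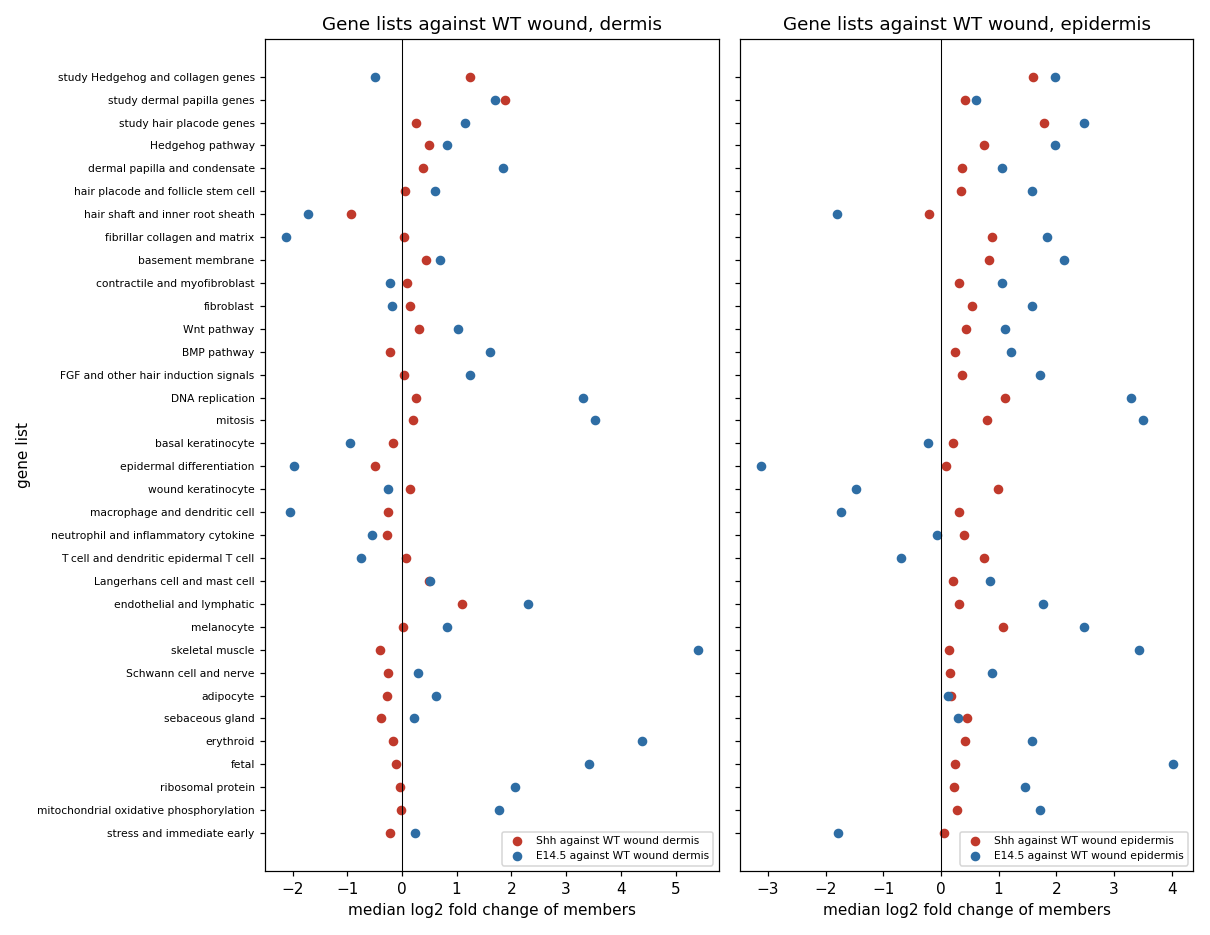
Median log2 fold change of the members of each of the 34 gene lists in Shh wounds (red) and E14.5 skin (blue) against WT wounds, in dermis (left) and epidermis (right), with a line at 0. In dermis the skeletal muscle median is 5.41 at E14.5 and -0.40 in Shh wounds, and in epidermis the epidermal differentiation median is -3.12 at E14.5 and 0.08 in Shh wounds.

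Shh wounds were next compared directly with embryonic skin, to ask what still sets them apart. In dermis, the scar collagens were far above the embryonic level: Col1a1 at 135000 ± 42300 CPM (SD, n = 3) against 7070 ± 434 (SD, n = 4) (log2 fold change 4.21, adjusted p = 0.000267), with Col1a2 and Col3a1 higher by 2.99 and 3.02 on the log2 scale. Antigen-presentation genes were higher too, with H2-Aa at 471 ± 353 against 1.39 ± 0.569 (7.40) and Cd74 at 800 ± 405 against 5.40 ± 0.541 (6.86), and so were Lrrc15 (6.98) and Tnn (6.48). Lower in Shh dermis were Myh3 (-9.87), the angiotensin receptor Agtr2 (0.109 ± 0.189 against 697 ± 212, -9.24), Dlk1 (-8.42) and Igf2 (13.6 ± 3.19 against 2970 ± 355, -7.68). Of the papilla genes, Lamc3 (52 ± 7.17 against 13.2 ± 4.84, 1.94) and Trps1 (285 ± 58 against 94 ± 16.9, 1.59) exceeded the embryonic level, and Bmp7 (-1.46) and Enpp2 (-0.90) fell below it. Genes with a mean of at least 50 CPM had a median shift of -0.77 in this comparison, and the Enpp2 difference lies close to that shift. Enpp2 lost its call without Shh-9231 (adjusted p = 0.0757), E14.5 4 (0.0694) or E14.5 5 (0.0731). Gli1 (32.3 ± 2.64 against 53.4 ± 18.2, adjusted p = 0.0633), Gli2 (adjusted p = 0.0816) and Ptch1 (94.4 ± 10.2 against 120 ± 38.8, adjusted p = 0.379) did not pass, though Gli1 and Gli2 passed as lower without E14.5 7 (0.024 and 0.0414) or Shh-9233 (0.0486 and 0.0086). Cxcl14 was lower (3.31 ± 1.13 against 239 ± 61.1, -5.79) and Nedd9 higher (0.47, adjusted p = 0.0254, lost without Shh-9101, E14.5 4 or E14.5 7, at 0.0585, 0.0528 and 0.0655). Tnfaip3 passed as higher without Shh-9233 (1.86, adjusted p = 0.0111).

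In all, 9987 of 19734 dermal genes passed (limma), 1594 higher and 8393 lower in Shh wounds. Relative to a median shift of -0.77, 5393 were higher and 3335 lower, TMM scaling gave 2988 and 4715, and edgeR quasi-likelihood 3398 and 3707. Fibrillar collagen and matrix genes were higher in 19 of 24 cases (median 1.89, adjusted p = 0.0455 with an estimated correlation) and wound keratinocyte genes in 6 of 16 (median 0.52, adjusted p = 0.0294 with an estimated correlation). DNA replication genes were lower in 24 of 24 cases (median -3.13) and fetal genes in 14 of 15 (median -4.29), both at adjusted p = 0.0294 with an estimated correlation. Mitosis genes, with Ccna2 at 14.7 ± 5.09 against 256 ± 20.7, were lower in 24 of 24 cases (adjusted p = 0.146 with an estimated correlation), and macrophage and dendritic cell genes were higher in 17 of 21 (median 2.09, adjusted p = 0.214 with an estimated correlation). Dermal papilla and condensate genes were lower in 18 of 28 cases (median -1.28, camera adjusted p = 0.0466, and adjusted p = 0.459 with an estimated correlation), with Tbx18 at 10.9 ± 2.84 against 91.8 ± 15.9 and Fgf10 at 1.26 ± 1.41 against 33.6 ± 6.72.

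In epidermis, the Hedgehog genes of Shh wounds were near the embryonic level. Gli1 was at 39 ± 4.17 CPM (SD, n = 3) against 39.2 ± 2.34 (SD, n = 4) (log2 fold change -0.01), Gli2 at 62.4 ± 4.67 against 70.9 ± 4.40 (-0.18) and Ptch1 at 109 ± 15.9 against 143 ± 10 (-0.40, adjusted p = 0.0105). Each of these signs turned positive under TMM scaling (0.62, 0.45 and 0.24), as did that of Trps1 (-0.38 by CPM, 0.25 by TMM). Shh was higher in the wounds (9.11 ± 1.70 against 6.05 ± 1.45, 0.53, adjusted p = 0.0466), a call that ended without Shh-9101 (0.0904), Shh-9233 (0.155), E14.5 3 (0.0964), E14.5 4 (0.124) or E14.5 5 (0.0539). The study's placode genes went both ways: Trp73 (0.46), Vwa2 (0.35) and Tnfaip3 (0.96) were higher in the wounds, and Cxcl14 (23.4 ± 3.06 against 519 ± 28, -4.42), Nedd9 (-2.04) and Samd5 (-1.76) lower. The hair placode and follicle stem cell list also went both ways (9 higher and 14 lower, with no camera call). Among its lower members were Lef1 at 5.83 ± 1.12 against 197 ± 16.9 (-4.87) and Edar at 2.28 ± 0.815 against 58.7 ± 5.58 (-4.21). In the Wnt pathway list, the ligand Wnt6 was at 5.18 ± 1.45 against 204 ± 11.6 (-5.08). Barrier and wound genes were higher: Flg (4970 ± 2540 against 0.826 ± 0.728, 11.38), Cdsn (2050 ± 312 against 0.249 ± 0.195, 10.69) and Krt6b, a keratin of activated epidermis (875 ± 252 against 0.0933 ± 0.108, 9.61). Fetal H19 (4.10 ± 0.22 against 6840 ± 265, -10.39) and Igf2 (-8.83) were lower. Leaving out Shh-9101 brought Col1a1 (1.75, adjusted p = 0.0058), Col1a2 (1.01, 0.0494) and Col3a1 (1.27, 0.0153) past the threshold as higher in the wounds. Without E14.5 3, Col1a1 (1.48, adjusted p = 0.0228) and Col3a1 (1.12, 0.0291) passed as well.

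Of 19775 epidermal genes 14092 passed (limma), 3869 higher and 10223 lower in Shh wounds. Relative to a median shift of -0.52, 7411 were higher and 6555 lower, TMM scaling gave 6215 and 6818, and edgeR quasi-likelihood 5738 and 6300. Wound keratinocyte genes were higher in 15 of 16 cases (median 1.96), the call that held with an estimated correlation (adjusted p = 0.0412). Epidermal differentiation genes were higher in 26 of 27 cases (median 3.46, adjusted p = 0.216 with an estimated correlation). Mitosis (median -2.83) and DNA replication genes (-2.24) were lower in 24 of 24 cases each, with adjusted p = 0.381 with an estimated correlation for both. Wnt pathway genes were lower in 26 of 32 cases (median -0.84) and FGF and other hair induction signals in 12 of 17 (-1.24), with adjusted p = 0.58 and 0.381 with an estimated correlation. Of the Wnt pathway genes, 12 are lower and 2 higher in the authors' deposited table. Skeletal muscle genes were lower too (11 of 14, median -3.05, camera adjusted p = 0.0303, and adjusted p = 0.78 with an estimated correlation), as were, without a camera call, endothelial and lymphatic (13 of 16, -1.56), fibrillar collagen and matrix (14 of 24, -1.10) and fibroblast genes (11 of 16, -0.94). Hair placode and follicle stem cell genes held 9 rises and 14 falls (median -1.21), which camera did not call (adjusted p = 0.944).

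**Figure D4:**
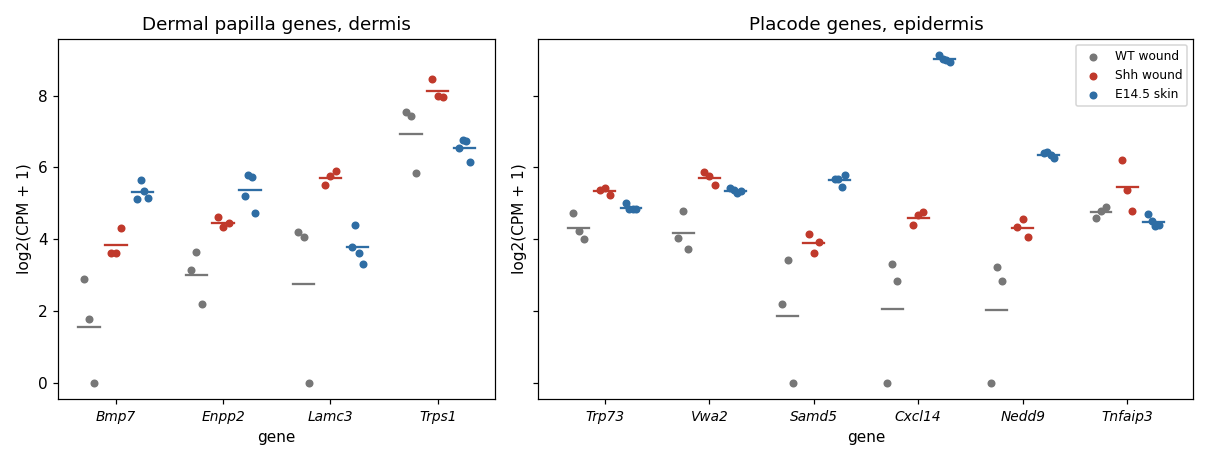
Level in log2(CPM + 1) of the study's dermal papilla genes in dermis (left) and placode genes in epidermis (right), with a bar at each group mean, for WT wounds (grey), Shh wounds (red) and E14.5 skin (blue). Lamc3 averages 52 CPM in Shh dermis against 13.2 at E14.5, while epidermal Cxcl14 averages 23.4 CPM in Shh wounds against 519 at E14.5.

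Whether Shh moves wound tissue in the embryonic direction was asked from both responses against the same WT wounds. No gene passed in both comparisons in either tissue, since no gene passed for Shh, and without WT-9229 the epidermis gave 3 (2 higher and 1 lower in both). At an unadjusted p under 0.05 in the Shh comparison, 1223 epidermal genes were higher in Shh and called higher at E14.5 and 55 were lower in both, and in dermis 259 and 39. The shared WT libraries can raise these counts, by an amount that was not estimated. In the authors' deposited lists of dermal genes shared by both responses, 123 are lower and 76 higher, at false discovery rates of up to 0.25 for Shh and 0.01 for E14.5. For epidermis the fold changes of all genes correlated at r = 0.41, and for dermis at 0.23, where simulated libraries with no group difference gave 0.54 in both tissues from the shared WT libraries. Both correlations lie below the simulated value. The simulations held no E14.5 difference, however, and E14.5 differences outside a shared response lower a correlation. The correlations thus cannot decide the question and are not evidence of a shared response. The covariance was 0.38 in epidermis against 0.09 in the simulations (0.08 to 0.09), and 0.18 in dermis against 0.13 (0.13 to 0.14). The simulations gave all groups 1 spread per gene. In epidermis, WT libraries had Spearman correlations of 0.85 to 0.92 with each other, and Shh libraries 0.97 to 0.98. A wider spread of WT libraries would raise the covariance without a shared response, so the simulated values may be too low. Among genes called at E14.5, 78.2% had the same sign in Shh epidermis and 65.7% in Shh dermis. The simulated share of 68% was taken over all genes, in libraries with no difference at E14.5. It is therefore no baseline for genes called at E14.5, and no conclusion is drawn from it. By direction, the share was 84.2% in epidermis and 67.2% in dermis for genes higher at E14.5, and 53.8% and 54.3% for genes lower. No simulated share was made for each direction, and fold changes in general lean upward in both comparisons, so this split is not evidence of agreement. For single Shh libraries the range was 68% to 76.7% in epidermis and 36.7% to 77% in dermis. Relative to the median shifts these shares were 69.4% and 58.4%. The median ratio of the Shh to the E14.5 fold change was 0.18 in epidermis and 0.11 in dermis, and without WT-9098 the epidermal ratio was 0.29. For genes higher at E14.5 the ratio was 0.22 in epidermis and 0.12 in dermis, and for genes lower at E14.5 it was 0.02 and 0.04. The dermal ratio ran from 0.03 without WT-9229 to 0.23 without Shh-9233.

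The response to Shh was then compared between the tissues, to ask whether epidermis and dermis answer alike. Fold changes of 18960 genes correlated at r = 0.09. The interaction of tissue and genotype called 0 of 19722 genes (limma), with 678 at an unadjusted p under 0.05 where 986 are expected, a smallest adjusted p of 0.952, and 0 with the animal as a block (792) or by edgeR quasi-likelihood (691). Ptch1, with log2 fold changes of 1.60 in both tissues, and Gli2, with 1.48 in dermis and 2.44 in epidermis, were thus not shown to differ. At an unadjusted p under 0.05, 91 genes were higher in Shh wounds in both tissues and 4 were lower in both. Both tissues come from the same animals, so no chance level is given for these counts.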

Values the study reported

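The study reported, for Shh against WT wound dermis, fold changes of 2.41 for Shh, 3.20 for Gli1, 4.18 for Gli2 and 3.96 for Ptch1, and 0.95, 1.00 and 0.94 for Col1a1, Col1a2 and Col3a1. For epidermis the study reported 51.83 for Shh, 4.21 for Gli1, 7.27 for Gli2, 3.74 for Ptch1 and 0.56 for Col1a1. The study reported Bmp7, Enpp2, Lamc3 and Trps1 as upregulated in Shh wound dermis, and Trp73, Vwa2, Samd5, Cxcl14, Nedd9 and Tnfaip3 as upregulated in Shh wound epidermis. By its account, quantitative PCR bore out these RNA-seq results. That PCR was not analysed here.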

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

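The tests of the deposited epidermal table and of the splits of libraries for the 6 comparisons were chosen only after the results were seen, and the other tests were written down before they were run. A label was given only where the whole range with 1 library left out met the bound written down. That rule was added after the first values were seen, and it turned 2 results into open ones: abundant genes had at first been taken to explain their pattern, and WT libraries with few detected genes had at first been excluded.

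Most genes called between E14.5 and WT wound dermis were higher at E14.5. A few abundant genes taking most reads may account for part of this: without the 20 most abundant genes the median log2 fold change of genes of at least 50 CPM was 0.296, against a bound of 0.3, and it ran from 0.25 without WT-9229 to 0.338 without WT-9097. The share of that cause therefore stays open. Unequal depth is not needed for the pattern, since after thinning to 1407498 reads 87.6% of called genes (7892 of 9012) were higher at E14.5. Before thinning the share was 88.2%. Thinning keeps the shift by abundant genes, which could hold the share up by itself, so a part played by depth is not excluded.

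Most genes at an unadjusted p under 0.05 between Shh and WT wound epidermis were higher in Shh. Few detected genes in the WT libraries could produce this, and among genes of at least 50 CPM 79.5% were higher (178 of 224), while below that level 97.5% of 1622 were. Without WT-9229 the first share was 53.2%, and without WT-9097 it was 88.6%, so this stays open. Depth alone is excluded, as 92.5% were higher after thinning to 2135041 reads (1237 of 1338, 76.2% without WT-9229). At equal depth WT-9097 still held 11032 detected genes, against 14178 in WT-9229, 16304 in WT-9098 and 16565 to 16750 in Shh libraries.

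Fold changes in the authors' deposited table for Shh against WT wound epidermis differ from those recomputed from its CPM. A single wound library left out of the authors' fit is excluded, since the best correlation over the 6 fits was 0.89. A natural-log scale of all epidermal fold changes is argued against by a slope of 0.941 for E14.5 against WT epidermis. That comparison was not fully recovered either, with a correlation of 0.985871. The slope for Shh against WT itself was 0.682, but a change of scale alone leaves a correlation at 1, and here it was 0.89. A change of scale together with another difference was not excluded, and the cause stays open.

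Splits of the same libraries into other groups were also tested. Of 10 splits each, 10 called at least as many genes as the real one between Shh and WT wounds (0 in either tissue, highest other 1), and all 10 did for the interaction (0). Every split reaches a real count of 0, and 10 splits are too few for a share under 0.05, so this says nothing about chance. For E14.5 skin against either wound the real split was the only 1 of 35 with its count in each tissue, and no other called more than 1 gene. The dermal median of 1.14 for interferon-induced genes, described with the observations, met the prediction for an interferon response also present in dermis. It comes from the same animals as the epidermal genes that prompted the list, so it is not independent evidence.

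Among 108 groups tested for a library standing apart, 7 passed, where chance marks about 1 in 20. In E14.5 dermis, replicate 7 had an adipocyte list level of 3.69 (others 2.02 to 2.06) with Adipoq at 39.7 CPM, and a fetal list level of 7.73 (7.63 to 7.64). Replicate 5 of that tissue had 18849 detected genes (19322 to 19419). In E14.5 epidermis, replicate 3 had a stress list level of 4.63 (4.19 to 4.26), Bmp7 at 154 CPM (134 to 137), Lamc3 at 2.17 (0.424 to 0.612) and Trp73 at 30.9 (27.5 to 27.8).

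The response to Shh of 10 lists differed between the tissues by camera, with median log2 fold changes in dermis and epidermis as follows. Melanocyte genes stood at 0.02 and 1.08 (adjusted p = 2.8e-06, and adjusted p = 0.235 with an estimated correlation). Fibrillar collagen and matrix genes stood at 0.03 and 0.89 (1.53e-07), the study's dermal papilla genes at 1.88 and 0.41 (0.00128) and endothelial and lymphatic genes at 1.09 and 0.32 (0.011). The epidermal rise of the matrix genes leans on WT-9097, with a level of 3.93 against 5.05 and 5.25 in the other WT libraries. Shh libraries held 5.17 to 5.97. The papilla genes were named by the study for their rise in Shh dermis on these samples, so their difference is not independent evidence. DNA replication stood at 0.25 and 1.11 (0.011), epidermal differentiation at -0.49 and 0.08 (0.011), skeletal muscle at -0.40 and 0.14 (0.0186) and basement membrane at 0.43 and 0.83 (0.0224). Mitochondrial oxidative phosphorylation stood at -0.02 and 0.28 (0.0327) and adipocyte at -0.27 and 0.17 (0.0454). All 10 were kept with the animal as a block, and none with an estimated correlation (adjusted p = 0.559 to 0.577 for the 9 other lists).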

How the results depend on the processing

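The fits without trend, with TMM scaling, edgeR, DESeq2, a mean of at least 5 CPM, a mean of at least 50 CPM for the distance, and those leaving out 2 libraries were chosen only after the data were seen, and the rest were fixed before. Random lists were not run, as they were meant for tables without values per sample, and centring cannot change camera. The cause of the differences between tools was not tested.

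For Shh against WT wound dermis, where limma called 0 genes, the authors' deposited table has 21 (10 higher, 11 lower), edgeR likelihood ratio called 29 (14 and 15), DESeq2 11 (4 and 7), and the fit of all groups leaving out WT-9229 and Shh-9233 called 1. For Shh against WT wound epidermis, also 0 by limma, a threshold of 0.25 gave 14, genes of at least 1 CPM gave 8 (0 for at least 5 CPM, and 0 for either without the trend), all groups in 1 fit gave 145 (144 and 1), the same with TMM 208 (205 and 3), edgeR quasi-likelihood with all groups 26, likelihood ratio 633 (546 and 87), DESeq2 64 (59 and 5), 273 stand in the authors' deposited table (227 and 46), and all groups leaving out WT-9097 and WT-9229, with 1 WT library left, 305 (238 and 67). Without WT-9229 limma called 15, and leaving out any other library gave 0. For E14.5 against WT wound dermis (11050), the authors' deposited table has 7152, TMM with all groups gave 6257 and quasi-likelihood with all groups 5361. Under differential expression: Shh wound against E14.5 dermis (9987), a threshold of 0.01 gave 6592, TMM with all groups 6136 and quasi-likelihood with all groups 6018. Under differential expression: Shh wound against E14.5 epidermis (14092), an absolute log2 fold change of at least 1 gave 8290, TMM with all groups 8700 and quasi-likelihood with all groups 7936. Leaving out 1 library moved these counts to 9235 to 12085 for E14.5 against WT dermis, 10044 to 12667 for epidermis, 8073 to 11598 for Shh against E14.5 dermis and 13318 to 13906 for epidermis.

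For Shh against WT epidermis, Col1a1, Col1a2 and Col3a1 were at 0.22, 0.74 and 0.67 by limma and at -0.83, -0.29 and -0.21 in the authors' deposited table, with no call in either. For E14.5 against WT epidermis, Col1a2 was at -1.22 in the authors' deposited table. There Trps1 was at -0.50 when centred, -0.45 in the authors' deposited table, -0.59 with TMM for 2 or all groups, -0.49 and -0.62 by quasi-likelihood with 2 and all groups, -0.61 by likelihood ratio and -0.48 by DESeq2. For Shh against E14.5 epidermis, Gli1 was at 0.51 centred, 0.62 with TMM, 0.64 by quasi-likelihood and 0.67 by DESeq2, and Gli2 at 0.34, 0.45, 0.46 and 0.49. Ptch1 was at 0.13 centred, 0.06 in the authors' deposited table, 0.24 with TMM for 2 or all groups, 0.26 by quasi-likelihood with 2 or all groups and by likelihood ratio, and 0.29 by DESeq2. Trps1 was at 0.15 centred, 0.30 in the authors' deposited table and by DESeq2, 0.25 with TMM for 2 or all groups, and 0.27 by quasi-likelihood with 2 or all groups and by likelihood ratio.

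Of the named genes' calls with 1 library left out, 1514 stayed the same, 18 were gained and 31 were lost. The sign changed in 29 with no call in either fit, and in 0 with a call in at least 1 fit. With other settings 3492 stayed, 287 were gained and 83 were lost. There the sign changed in 98 with no call in either fit, and in 33 with a call in at least 1 fit. Lists called by camera with an estimated correlation numbered 0 and 0 for Shh against WT dermis and epidermis, 5 and 0 for E14.5 against WT, and 4 and 1 for Shh against E14.5. By fry they numbered 0 and 6 for Shh against WT, 31 in epidermis for E14.5 against WT (24 up, 7 down) and 30 in epidermis for Shh against E14.5 (8 up, 22 down). With 1 library left out, the list calls for Shh against WT ran from 9 to 13 in dermis and from 5 to 12 in epidermis. In epidermis, 5 genes were shared at 0.25 for Shh with 0.01 for E14.5, and 0 to 3 with 1 library left out, the 3 without WT-9229. The distance to E14.5, percent of genes with the same sign, epidermis, was 66.1% for a mean of at least 50 CPM, 69.4% centred, and 73.3% (without WT-9229) to 83.7% (without WT-9098) with 1 library left out. The median ratio there was 0.09, 0.13, and 0.15 to 0.29. The distance to E14.5, percent of genes with the same sign, dermis, ran from 53.7% (without WT-9229) to 78.8% (without Shh-9233). With the animal as a block the interaction still called 0 genes, and 2 further lists were called: mitosis (adjusted p = 0.0471, against 0.0719 without the block) and basal keratinocyte (0.047 against 0.0734). Without the block these lists had adjusted p = 0.577 and 0.582 with an estimated correlation, and 0.412 and 0.505 by fry. Shallow WT libraries limit what can be detected for genes below a few CPM.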

Other observations

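The interferon list and the comparison with published fold changes were chosen only after the deposited calls were seen. Interferon-induced genes stood out in Shh wound epidermis. The ubiquitin-like modifier Isg15 was at 60.1 ± 37.5 CPM (SD, n = 3) against 0.65 ± 0.709 (SD, n = 3) in WT wounds, Oasl2 at 121 ± 75.3 against 4.61 ± 5.24, and Ifit1 at 44.3 ± 28.9 against 0.0906 ± 0.157. In a list of 30 such genes the median log2 fold change was 2.70 and 0 passed when adjusted over all genes. As the list was written after such genes were seen in this comparison, its epidermal values restate that observation and are not a test of it. The 18 members outside the calls of the authors' deposited table had a median of 2.87.

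In dermis the same list had a median of 1.14 (camera p = 2.88e-16, and 0.0237 with an estimated correlation), with Ifit1 (41.9 ± 13.8 against 11 ± 5.71) and Stat2 (99.8 ± 18.3 against 43.9 ± 10.5) passing when adjusted over the list alone. The dermal median of 1.14 met the prediction, written before that test, that the list would point up. Both tissues come from the same animals, so the dermis is not an independent sample for a list prompted by the epidermis. Whether the rise spread from the epidermis was not tested. Whether it comes from the transgene or from other differences between these animals stays open, and the median of 1.14 does not bear on that. A test would be the same genes in more Shh and WT wounds of shared litters.

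For Shh against WT wounds, the fold of mean CPM was 18.3 for Shh, 2.54 for Gli1 and 1.01 for Col1a1 in epidermis. The values for Shh and Gli1 are below the published ones and that for Col1a1 is above it. Raised as a power of 2, the epidermal log2 fold changes in the authors' deposited table give 15.4 for Shh and 2.71 for Gli1, close to the folds of CPM, and 0.561 for Col1a1. The authors' deposited table has log2 fold changes of 1.16 for Gli1 and -0.08 for Col1a1 in dermis. In epidermis, and in dermis except for Shh, the published values for Hedgehog genes match that column raised as a power of e, and those for collagens match it raised as a power of 2. That for dermal Shh matches neither.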
